A study of Mus musculus with 9 samples. Its data were reported in "Microbiome-derived bacterial lipids regulate gene expression of proinflammatory pathway inhibitors in systemic monocytes" (2024).

How the data were processed

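Gene expression was measured by RNA sequencing of monocytes isolated from mouse spleens, in 9 libraries from 9 mice, with 3 mice in each of 3 groups. Con mice were gavaged with water for 6 days and Van mice with vancomycin, an antibiotic that acts in the gut, at 2 mg per mouse per day, and VanLip mice were gavaged with vancomycin and then given L654, a lipid made by gut bacteria that is recognised through the receptor TLR2. Groups and replicate numbers were taken from the sample titles.

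Per the labels, the authors aligned paired reads of messenger RNA to the GRCm38 mouse genome with HISAT2, estimated FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of the library) with StringTie, and deposited those FPKM values per gene. The authors also deposited expected counts per gene, which they obtained from the StringTie output with tximport; these counts need not be whole numbers and are not normalized. The annotation release was not stated. Both tables held 46072 genes, of which 26108 had a value above 0 in at least 1 library, and 99.2% of those matched an identifier of GENCODE release M21, which supplied coordinates and gene classes on GRCm38. Genes that share sequence with a near-identical copy, or that overlap another gene, can exchange reads in such estimates.

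The low values of the expected counts were checked for the size of 1 read. Between 66.2% and 72.1% of the values between 0.5 and 4 were whole multiples of 0.0133, the inverse of 75, which is the read length tximport assumes unless told otherwise. The commonest low count was 1.33 in each Con and Van library and 2.00 in each VanLip library. A read of 100 bases gives 1.33 and a read of 150 bases gives 2.00 under that assumption, whereas the labels state 1 read length for the series. Counts converted to fragments with these read lengths gave 16151327 to 23018836 fragments in the Con and Van libraries and 42625870 to 46180125 in the VanLip libraries. Read length and depth therefore coincided with the VanLip group, and no fit with these as a term could be made.

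Expected counts were rounded to whole numbers and tested in R 4.3.3 with the Wald test of DESeq2 1.42.0, with median-of-ratios size factors, all 9 libraries in 1 fit and group as the only term. Genes detected in at least 1 library were tested, with the default independent filtering and Cook's distance handling, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p of 0.05 or under, and genes at an unadjusted p under 0.05 were counted too. Any difference among the 3 groups was tested with the DESeq2 likelihood-ratio test. A gene was counted as moved back where both the Van against Con and the VanLip against Van contrasts had an unadjusted p under 0.05 with opposite signs. All p-values are two-sided.

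A list of 34 genes was taken from the study, which names them as negative regulators of TLR and NF-kB signalling. The study chose them on these libraries, and Tlr6, a receptor gene of the lipid, is 1 of them. A second list of 30 inhibitors of this signalling, none of them in the first, was chosen from general knowledge. For each list the members lower in Van than in Con and higher in VanLip than in Van were counted and compared with 10000 random lists of the same size matched on mean expression. Another 7 functional lists and the independent inhibitor list were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01, on log2 CPM values with a prior count of 2, over genes passing the expression filter of edgeR 4.0.16, and adjusted over 24 tests. Cell type marker lists were used only to examine which cells contributed RNA.

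The genes named were those with the lowest adjusted p, up to 5 rising and 5 falling per contrast, with a mean normalized count of at least 50 in the higher group and no overlap between replicates, together with Trem2, Irf4, Aim2, Irak1, Il6, Tnf, Tlr2 and Tlr6; members of a fixed list at an adjusted p of 0.05 or under could be named too. These rules, the tests, the lists above and most alternatives were fixed before the data were examined. The alternatives were another test (edgeR's quasi-likelihood test), TMM library sizes, a filter of at least 10 counts in at least 3 libraries, fits of only the 2 groups compared, a replicate block, counts divided by 2, no independent filtering, limma on quantile-normalized log2 FPKM with pseudocounts of 1 and 0.1 or a mean FPKM of at least 1, and leaving out each library in turn. Conversion to fragments, thinning of the VanLip fragments to the depth of the other libraries, a restriction to protein-coding genes and a correction of each library for GC content and transcript length were added after the data were examined.

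The tests were tested on simulated data with the means, library sizes and dispersions of the real libraries, 24263 genes and 200 genes changed by a log2 value of 1 in Van. DESeq2 called 240 genes for Van against Con, 170 of the 200 changed genes and 70 others, which is 29.2% of its calls. For VanLip against Con, where nothing was changed, it called 18 genes. With dispersions drawn from the fitted trend alone, over 23519 genes, it called 168 genes, of which 11, or 6.55%, were not changed; for VanLip against Van the share was 15.5%. The quasi-likelihood test of edgeR recovered 155 changed genes with 18 others, and limma 123 with 10 others. The dispersions used for the simulation include estimation error, so the share of false calls they give is not an estimate for the real libraries. The draws were on the scale of the deposited counts, not of fragments. With 3 libraries in each group, the number of animals limits the precision of every contrast.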

Results

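Splenic monocytes from 9 mice were profiled by RNA sequencing without further stimulation, 3 mice in each of the Con, Van and VanLip groups. The total count was 51397757 ± 8141538 per library in Con (SD, n = 3), 55752936 ± 5587006 in Van (SD, n = 3) and 176629495 ± 7309507 in VanLip (SD, n = 3). Totals ranged from 43070361 to 61383806 over the Con and Van libraries and from 170503470 to 184720704 over the VanLip libraries. The VanLip libraries also differed in the size of 1 read, as their commonest low count was 2.00 against 1.33 in each Con and Van library. Genes detected numbered 20268 ± 242.4 in Con, 20222 ± 248.2 in Van and 22434 ± 326.9 in VanLip (SD, n = 3 each).

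**Figure D1:**
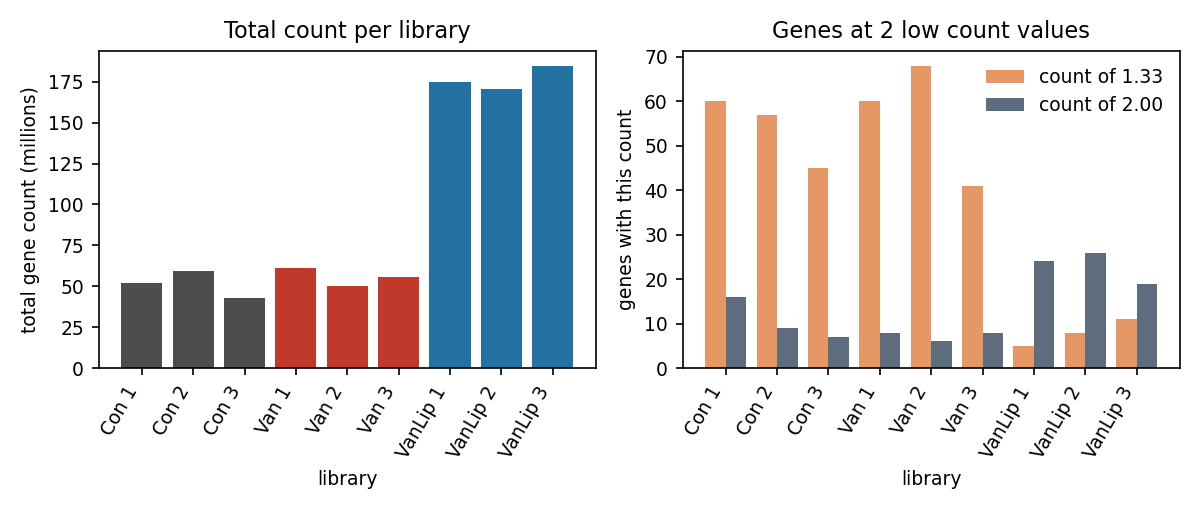
Left, total gene count per library; right, the number of genes with a count of 1.33 or 2.00 in each library. The 3 VanLip libraries lie between 170503470 and 184720704, above all Con and Van libraries, and have more genes at 2.00 than at 1.33.

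The first comparison asked how monocyte expression differed after vancomycin gavage. With DESeq2 and Benjamini-Hochberg adjustment, 803 genes were called for Van against Con, 421 higher and 382 lower in Van, out of 18526 genes with an adjusted p. At an unadjusted p under 0.05 there were 2822 genes, where 1271 of the 25420 genes tested would be reached by chance. The alternative that moved the count most was limma on log2 (FPKM + 1), with 36 genes. The edgeR quasi-likelihood test called 188. Leaving out 1 library gave between 425 genes, without Van replicate 2, and 913 genes, without VanLip replicate 1. Among genes with a mean normalized count of at least 50, 24.1% had no overlap between the replicates of Con and Van, where chance gives 10%. In 47 of the called genes every library of 1 group had at most 3 counts, so their fitted fold changes give no size of effect.

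The lowest adjusted p belonged to Pde3b (ENSMUSG00000030671; GRCm38 chromosome 7, 114415281 to 114539251, protein coding). Its normalized count was 1276 ± 85.2 in Con and 4506 ± 258 in Van (SD, n = 3 each), a log2 fold change of 1.82 with a standard error of 0.11 and a DESeq2 adjusted p of 3.35e-52. The chaperone genes Dnaja1 (ENSMUSG00000028410; chromosome 4, 40722150 to 40737149) and Hsph1 (ENSMUSG00000029657; chromosome 5, 149614287 to 149636376) followed, with log2 fold changes of 0.67 (standard error 0.06) and 1.75 (standard error 0.15) and DESeq2 adjusted p of 4.95e-30 and 1.77e-26. Cyth1 and Rfx2 rose by log2 values of 0.58 and 0.69. Fam65b (ENSMUSG00000036006; chromosome 13, 24582189 to 24733816) fell from 6527 ± 769 to 3290 ± 228 normalized counts (SD, n = 3 each), a log2 fold change of -0.99 with a standard error of 0.10 and a DESeq2 adjusted p of 2.99e-19. Fgd4, Arhgap17, Cd180 and Zc3h6 had log2 fold changes of -0.62, -0.48, -0.74 and -1.14. The replicates of Van and Con did not overlap in any of these 10 genes, as the rule for naming them requires.

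The comparison of VanLip with Con asked what remained different after the lipid was given. It gave 1105 called genes, 494 higher and 611 lower in VanLip, and 3315 genes at an unadjusted p under 0.05. With TMM library sizes the split was 657 higher and 500 lower. Pseudogenes made up 27.9% of the called genes, against 2.86% for Van against Con and 8.96% of the genes with an adjusted p. The rising genes with the lowest adjusted p were Gm14438, Gm5451, Rps12-ps3, Rps13-ps1 and Gm10052, with log2 fold changes of 2.32, 1.58, 2.00, 1.89 and 1.00. Each is annotated with 1 exon, and all are classed as processed pseudogenes except Rps12-ps3, which is classed as protein coding but carries a pseudogene symbol; reads can be exchanged with the parent gene, so these values are uncertain. Gm20425 (ENSMUSG00000090639; chromosome 9, 103190208 to 103230307) had a log2 fold change of -3.90 and overlaps Srprb and Trf on the same strand, which makes its count uncertain too. Nod2 (ENSMUSG00000055994; chromosome 8, 88647315 to 88688474) fell from 5557 ± 939 to 2614 ± 139 normalized counts (SD, n = 3 each), a log2 fold change of -1.09 with a standard error of 0.12 and a DESeq2 adjusted p of 1.51e-15. The falling genes also included the pseudogenes Gm14541, Rps19-ps6 and Gm3788, at -2.54, -1.20 and -1.71. Read length, depth and group coincide in this contrast and the next, so a difference between the groups and a difference between the library batches cannot be told apart from these contrasts alone.

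**Figure D2:**
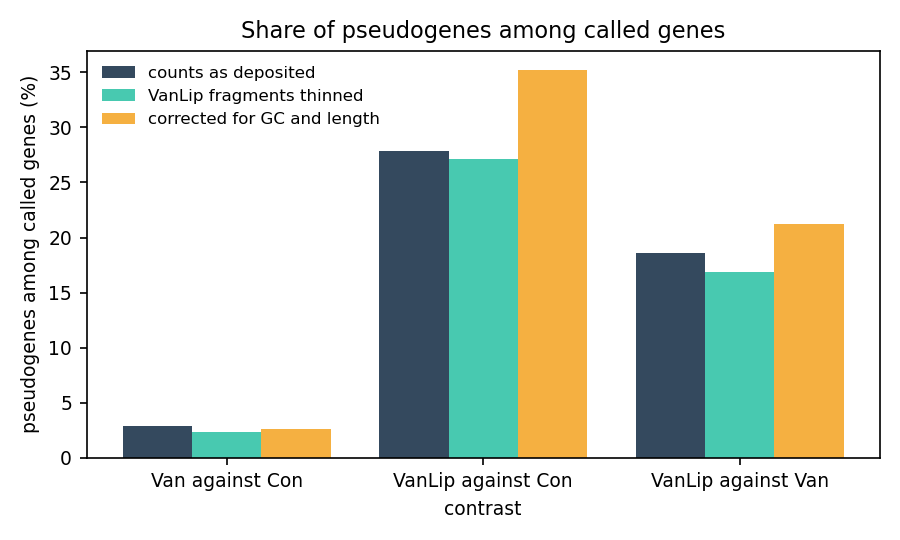
Percent of called genes that the annotation classes as pseudogenes, by contrast, with counts as deposited, with VanLip fragments thinned, and after correction for GC content and length. The share is 2.86% for Van against Con and 27.9% for VanLip against Con with counts as deposited.

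The comparison of VanLip with Van asked what the lipid changed in vancomycin-treated mice. It gave 1777 called genes, 826 higher and 951 lower in VanLip, and 3930 genes at an unadjusted p under 0.05. The majority was reversed with TMM library sizes, with 1013 higher and 809 lower, and under edgeR, with 388 higher and 332 lower. Pseudogenes made up 18.6% of the calls. The rising genes with the lowest adjusted p were Gm14438, Gm5451, Rps12-ps3, Rps13-ps1 and Rpl17-ps10, at 2.50, 1.51, 2.00, 1.99 and 1.12 on the log2 scale. The falling genes were Dnaja1, Gm20425, Pde3b, Hsph1 and Cyth1, at -1.11, -4.08, -1.70, -2.19 and -0.81. Across all 3 groups, the DESeq2 likelihood-ratio test called 2230 genes.

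The design also asks whether genes altered by vancomycin moved back towards Con when the lipid was given. There were 1283 such genes at unadjusted p under 0.05 in both contrasts, 664 that fell in Van and 619 that rose. Both contrasts use the Van libraries, so some genes move back by chance. In 8 simulations without any group effect the number was 240.6 on average, from 223 to 263, and in 8 simulations where VanLip was drawn with the Van means it was 335.2, from 304 to 374. Of the genes at unadjusted p under 0.05 for Van against Con, 88.2% had the opposite sign for VanLip against Van. Simulations without any group effect gave 89.1% on average, from 87.9% to 90.6%, so the share does not differ from theirs. Where VanLip was drawn with the Van means it was 70.4%, from 69.0% to 71.6%, and the real share lies above that range. These simulations took the observed means as true. They gave 4199 genes at unadjusted p under 0.05 for Van against Con on average, against 2822 in the real libraries. Their Van effects were thus larger than the real ones, so a share above their range does not show that genes moved back. Of the 803 genes called for Van against Con, 767 had the opposite sign for VanLip against Van and 442 were called with the opposite sign for VanLip against Van. The log2 fold changes of Van and VanLip against the same Con libraries correlated across genes at 0.324. Without an effect the simulations gave 0.544 on average, from 0.327 to 0.709, so the value lies just under their range. With the Van means for VanLip they gave 0.740, from 0.592 to 0.818. Van against Con and VanLip against Van correlated at -0.486, which does not differ from the mean of -0.485 without an effect. Genes are not independent replicates.

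**Figure D3:**
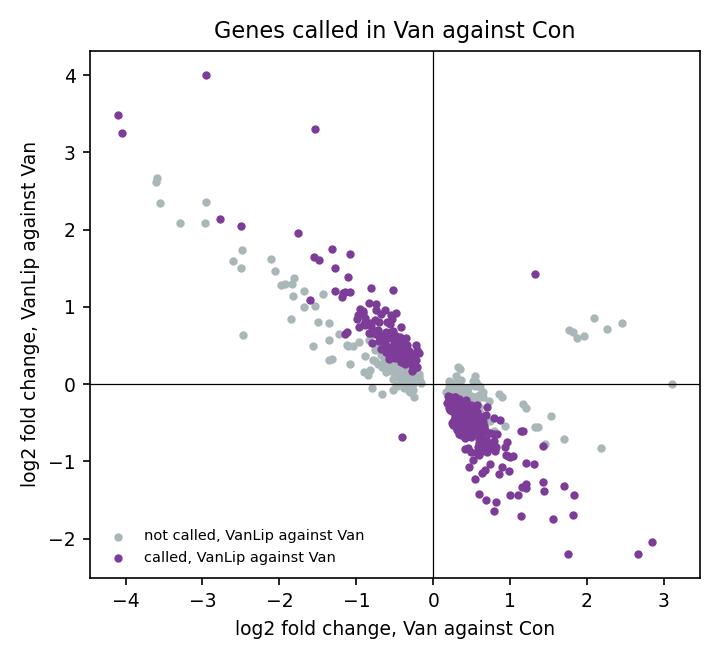
Log2 fold change for Van against Con (horizontal) and VanLip against Van (vertical) for genes called in Van against Con, each point a gene. The plot shows 756 genes and leaves out 47 with at most 3 counts in every library of a group; most points lie in the quadrants of opposite sign.

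Of the 34 inhibitors listed by the study, 33 were lower in Van than in Con and higher in VanLip than in Van. No random list matched on expression reached that number, the highest count being 22 and the mean 10.9. The study chose the list on these libraries, so the count is not independent evidence. DESeq2 called 4 members for Van against Con, all lower in Van, and 6 when adjusted over the list alone, which is not independent evidence either. Irf4 (ENSMUSG00000021356; chromosome 13, 30749226 to 30766976) had 3124 ± 285 normalized counts in Con, 2112 ± 195 in Van and 3319 ± 732 in VanLip (SD, n = 3 each). Its log2 fold changes were -0.57 for Van against Con and 0.65 for VanLip against Van, with a standard error of 0.15 each and DESeq2 adjusted p of 0.0095 and 0.000583. Aim2 (ENSMUSG00000037860; chromosome 1, 173350879 to 173466040) had 9378 ± 394, 6928 ± 438 and 9389 ± 479 normalized counts in Con, Van and VanLip (SD, n = 3 each), with DESeq2 adjusted p of 2.69e-06 and 4.7e-07 for the same contrasts. Irf4 lost its Van against Con call under edgeR, under limma and without Con replicate 2 or Van replicate 3, and Aim2 lost both calls under limma. Rhoh was called in both contrasts, Rwdd3 only for Van against Con and Pycard only for VanLip against Van. Trem2 had 1505 ± 52.0, 1130 ± 234 and 1729 ± 819 normalized counts (SD, n = 3 each), and neither contrast passed the threshold, with DESeq2 adjusted p of 0.516 and 0.133. The second contrast passed it without VanLip replicate 3, at a log2 fold change of 0.88. Irak1 had log2 fold changes of -0.09 and 0.02, with DESeq2 adjusted p of 0.551 and 0.895.

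**Figure D4:**
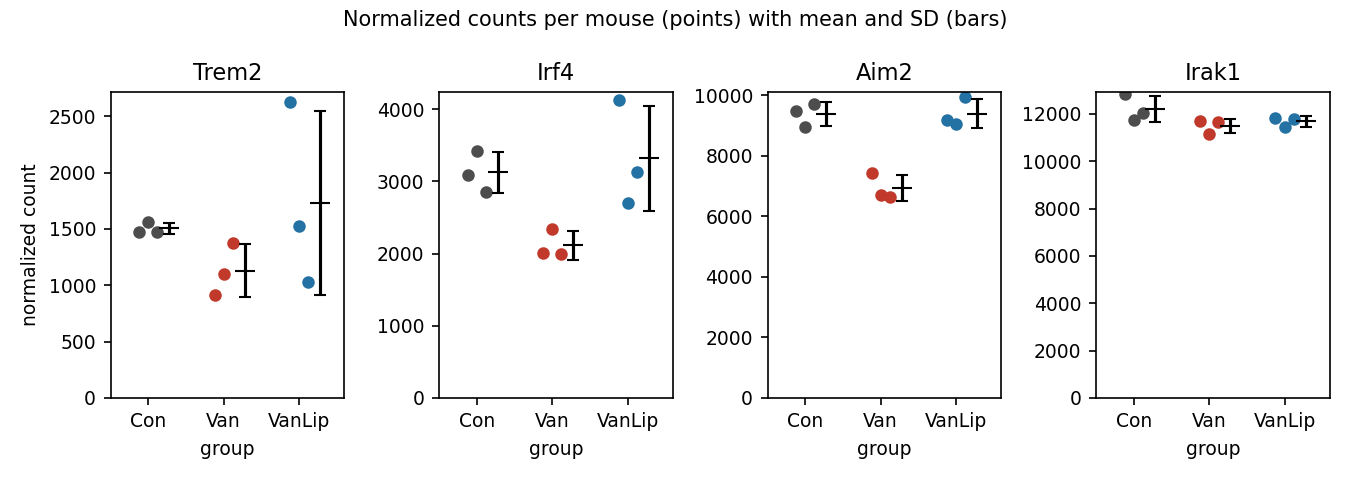
Normalized counts of Trem2, Irf4, Aim2 and Irak1 in each mouse (points), with the group mean and SD (bars), for Con, Van and VanLip. The VanLip values of Trem2 spread from 1032 to 2630, while the Van values of Aim2, from 6639 to 7432, lie below all Con and VanLip values.

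Of the 30 independently chosen inhibitors, 7 were lower in Van than in Con and higher in VanLip than in Van, at percentile 9.64 of the matched random lists, whose mean was 9.75. One member, Pdlim2, was called for Van against Con, at a log2 fold change of -0.29, and the count was also 1 when adjusted over the list alone. For VanLip against Van 6 members were called, with Socs3, Ptpn6, Pdlim2 and Cd300lf higher and Nfkbia and Atf3 lower. The cytokine genes Il6 and Tnf and the receptor genes Tlr2 and Tlr6 were not called in any contrast, with DESeq2 adjusted p from 0.768 to 0.991. Il6 had 103.7 ± 41.2 normalized counts in Con and 87.0 ± 40.4 in Van (SD, n = 3 each).

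Of the 8 functional lists, camera called 2 for Van against Con, 3 for VanLip against Con and 2 for VanLip against Van. Genes of the interferon response were lower in Van than in Con, with a median log2 fold change of -0.29 and 1 of 25 members higher (camera adjusted p of 0.000137), and lower in VanLip than in Con at -0.22 (camera adjusted p of 0.000452). NRF2 targets were higher in Van than in Con at 0.11 and lower in VanLip than in Van at -0.08 (camera adjusted p of 0.0156 each). Respiratory chain genes were higher in VanLip than in Con at 0.09 and than in Van at 0.11, and proinflammatory mediators were lower in VanLip than in Con at -0.35 (camera adjusted p of 3.75e-05, 3.75e-05 and 0.00113). No call held under fry or under an estimated inter-gene correlation, where the lowest adjusted p were 0.296 and 0.778. TLR signalling, granzyme and cytotoxic genes, cytosolic ribosomal proteins and the independent inhibitors were not called in any contrast with all 9 libraries, but the ribosomal proteins were called lower for VanLip against Con without Con replicate 3 or VanLip replicate 2, and for VanLip against Van without VanLip replicate 2.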

Values the study reported

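The study reported 2822 genes for vancomycin against water and 3315 genes for vancomycin with L654 against water at an unadjusted p under 0.05. It stated 962 differentially expressed genes at an adjusted p of 0.05 or under, without naming a contrast. From a pool of 320 regulators of NF-kB and TLR signalling it named 34 negative regulators as suppressed after vancomycin and restored after L654.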

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

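The counts of called genes depended on the test more than on the scaling. The edgeR quasi-likelihood test called 188 genes for Van against Con, 277 for VanLip against Con, 720 for VanLip against Van and 722 for any difference, against 803, 1105, 1777 and 2230. The corresponding counts were 36, 193, 613 and 456 for limma on log2 (FPKM + 1), 51, 259, 642 and 480 with a pseudocount of 0.1, and 102, 398, 858 and 763 with a mean FPKM of at least 1. Total counts exceeded the fragments in each library, so fits on counts as deposited can understate the noise of counting. Conversion to fragments left 616 genes for Van against Con, 844 for VanLip against Con and 1450 for VanLip against Van. Thinning the VanLip fragments left 733 genes for VanLip against Con, and testing only protein-coding genes left 646, against 761 for Van against Con, where fewer genes were tested. These last alternatives were chosen after seeing the data. With only the 2 groups compared the counts were 990 for Van against Con and 799 for VanLip against Con. Apart from the restriction to protein-coding genes, the cause was not tested. Of the 188 edgeR calls for Van against Con, all 188 were among the 803. Under edgeR the Van against Con calls were 122 higher and 66 lower, against 421 and 382. With TMM library sizes the VanLip against Con calls were 657 higher and 500 lower, or 56.8% higher, against 494 and 611, or 44.7%; under edgeR they were 152 and 125. The VanLip against Van calls were 1013 higher and 809 lower with TMM library sizes and 388 and 332 under edgeR, against 826 and 951; without Van replicate 3 they were 689 and 673. For VanLip against Con limma on log2 (FPKM + 1) gave 110 higher and 83 lower. Fry and camera with an estimated correlation called 0 lists in each contrast, against 2, 3 and 2. At an unadjusted p under 0.05 fry had 0, 2 and 2 lists and the estimated correlation 0, 0 and 0.

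Across the 9 fits that each left out 1 library, the genes called ranged from 425 to 913 for Van against Con, from 606 to 1276 for VanLip against Con, from 1142 to 1666 for VanLip against Van, and from 1503 to 2232 for any difference. Van against Con gave 433 genes without Con replicate 3, 487 without Van replicate 3 and 501 without Con replicate 2; its lowest count was without Van replicate 2. VanLip against Con gave 606 without Con replicate 1, 690 without Con replicate 2 and 693 without VanLip replicate 2. VanLip against Van gave 1142 without Van replicate 2 and 1144 without Van replicate 1. Genes moved back ranged from 1011 to 1221, members of the study list from 27 to 33 and of the independent list from 6 to 8. Genes at unadjusted p under 0.05 ranged from 2171 to 2858, 2451 to 3375 and 3204 to 3826 for the contrasts in the same order. Lists called by camera ranged from 1 to 3, 2 to 4 and 1 to 3. The NRF2 call for Van against Con was lost without Con replicate 1, Van replicate 2 or Van replicate 3, and that for VanLip against Van without Van replicate 2, Van replicate 3 or VanLip replicate 3. The interferon call for VanLip against Con was lost without VanLip replicate 1. Calls were gained too, all lower in the first group. These were proinflammatory mediators for Van against Con without Van replicate 1, proinflammatory mediators and the interferon response for VanLip against Van without VanLip replicate 3, and cytosolic ribosomal proteins for VanLip against Con without Con replicate 3 or VanLip replicate 2 and for VanLip against Van without VanLip replicate 2.

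With a replicate block the counts were 932, 1146 and 1644, and the majority was reversed in each contrast, with 460 higher and 472 lower, 623 and 523, and 862 and 782. Camera then called 2, 3 and 2 lists. The numbers share only a name, as the deviations of libraries with the same number correlated between -0.23 and 0.11 across genes.

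Among the named genes, 40 values in 14 results reversed, all but Ndufa12 in contrasts where the gene was not called. Ndufa12 went from 0.30 to -0.09 for VanLip against Van under limma in all 3 FPKM settings. For VanLip against Con in these settings, Aim2 went from 0.00 to -0.09 and Tlr6 from 0.01 to -0.01. In that contrast Aim2 was -0.00 with a filter of 10 counts and -0.01 with protein-coding genes, Tlr6 was -0.00 thinned or with protein-coding genes, and Tlr2 went from -0.01 to 0.02 under edgeR and with TMM sizes. Il6 went from -0.10 to 0.15 and 0.38 for VanLip against Van under limma with pseudocounts of 1 and 0.1, and to 0.12 thinned. For all these reversals the cause was not tested.

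The other reversals came from leaving out 1 library, where fewer libraries enter the fit. For Van against Con the values ranged from -0.68 (without Van replicate 1) to 0.11 (without Con replicate 1) for Il6, from -0.16 (without Van replicate 1) to 0.31 (without Con replicate 1) for Tnf and from -0.17 (without Con replicate 2) to 0.08 (without Con replicate 1) for Tlr6. For VanLip against Con they ranged from -0.24 to 0.47 for Trem2 (without VanLip replicates 1 and 3), from -0.10 to 0.21 for Irf4 (without VanLip replicates 1 and 2), from -0.04 to 0.03 for Aim2, from -0.79 to 0.01 for Il6, from -0.28 to 0.15 for Tnf, from -0.15 to 0.22 for Tlr2 and from -0.10 to 0.15 for Tlr6, the highest of the last 4 without Con replicate 1. For VanLip against Van they ranged from -0.54 to 0.32 for Il6 and from -0.38 to 0.07 for Tnf, both highest without Van replicate 1, and from -0.27 to 0.04 for Tlr2, highest without VanLip replicate 3. Of the remaining values of named genes, 666 lost their call, 1 gained one and 2266 kept direction and side of the threshold.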

Other observations

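The tests of read length, of the library batch for the chaperone genes, of red blood cell RNA, of the hour of collection, of the selection of the study list, of B, T and erythroid cells, and of depth, GC content and length for the number of VanLip against Van calls were chosen after the results were seen. The lists of further heat shock, glucocorticoid, endoplasmic reticulum stress and clock genes were written after the gene results were seen. Fkbp5, Klf9, Hspa1a, Hspa1b and the marker genes named here were chosen after their values were seen.

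In 1 of the 10 splits of the 6 libraries, the real one, there were as many genes as the 803 called for Van against Con, with 9 to 36 in the others. The same held for the 1105 of VanLip against Con (1 of 10, others 6 to 75) and the 1777 of VanLip against Van (1 of 10, others 2 to 37). With 10 splits no share under 0.1 can be reached. For the 2230 genes that differed among the 3 groups, 1 of 60 splits drawn from 280 gave as many, the real one. The only other drawn split that kept the 3 VanLip libraries together gave 747, which also follows the library batch; no value within the batch can be had, since all VanLip libraries share it.

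The study stated a count of differentially expressed genes without naming a contrast, and the Wald contrasts here gave 803, 1105 and 1777 genes and the likelihood-ratio test over the 3 groups 2230. The first of these is lower than the study's count and the others are higher, so none equals it.

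Pseudogenes made up 27.9% of the VanLip against Con calls and 18.6% of the VanLip against Van calls, against 2.86% for Van against Con. The shares depended on the test. For VanLip against Con they were 51.6% under edgeR and 54.4%, 51% and 47.2% under the 3 limma settings, and for VanLip against Van 26.2%, 31.6%, 31.3% and 25.6%. For Van against Con they were 3.72%, 8.33%, 7.84% and 4.9%, the last 3 over few calls, so the order of the contrasts held in these settings. Without VanLip replicate 2 the share for VanLip against Con was 45.2%, and without Van replicate 3 that for Van against Con was 4.52%. Depth alone is argued against, as the share was 27.1% with VanLip fragments thinned to the depth of the others, against 2.32% for Van against Con in that fit. The read length of the VanLip libraries may move reads between parent genes and their copies, but read length and group coincide (27.9% is what the contrast gives), so this and an effect of the lipid cannot be told apart for these genes. The number of calls for VanLip against Con was not higher than that for Van against Con in each fit. It was lower among protein-coding genes alone (646 against 761), with only the 2 groups compared (799 against 990), without VanLip replicate 1 (846 against 913) and without VanLip replicate 2 (693 against 811). With thinning it was 733 against 604, and after the correction for GC content and length 832 against 716. Both VanLip against Con values lie within the range that leaving out 1 library gave for Van against Con on counts as deposited. Conversion to fragments without thinning gave 844 against 616, also in that range, so the thinned fit says little about depth. Depth, GC content and length thus cannot be told apart from the lipid for this excess. For VanLip against Van, thinning left 1300 calls and the correction 1576, above the highest of that range, 913, which argues against depth and against GC content and length as the whole cause. Read length stays open for both.

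Chaperone genes were higher in Van than in Con and lower in VanLip than in Van. Hspa1a and Hspa1b, near-identical copies whose counts are uncertain, had log2 fold changes of -3.56 and -3.99 for VanLip against Van but were not called for Van against Con. A list of 18 further heat shock factor targets was higher in Van than in Con, with 17 of 18 higher, 7 called and a fry p of 0.000237, which is consistent with a heat shock factor response. The list median of 0.16 was 0.26 without Van replicate 1 and 0.25 without Con replicate 2. Con and Van share read length and similar depth, so the same value argues against the VanLip library batch for the rise. The list fell for VanLip against Van, with a median of -0.20, and -0.31 without VanLip replicate 3, and had a median of 0.03 for VanLip against Con, -0.01 without Con replicate 1, with 0 called and 1 gene at an unadjusted p under 0.05. The 14 chaperone genes inspected at first went below Con, with a median of -0.14 for VanLip against Con, -0.08 without VanLip replicate 1, 10 of 14 lower and a fry p of 0.0214, though camera with an estimated correlation gave 0.196. They were picked for their change, and the 3 called were Hspa1a at -3.46, Hspa1b at -3.79 and Dnaja1 at -0.44, so a fall past the level of Con is seen in part of the genes. The rise of each gene in 1 Van library and its fall from the other Van libraries, which share no library, correlated over the 18 genes at -0.90, -0.75 and -0.54 (Spearman) with Van replicates 1, 2 and 3 on the rise side. When each fall was taken from a gene of like expression, length and GC content, 0%, 0.01% and 1.61% of 10000 draws were as low; genes are not independent replicates. A shift tied to read length or depth would not depend on the rise in Van, so these values argue against that batch as the whole cause of the fall, while a part of it stays open. Red blood cell RNA as the source is argued against, since erythroid markers stayed above Con in VanLip, with a median of 2.49, 7 of 8 called and a fry p of 0.0113, while the further heat shock factor targets fell from Van to VanLip (fry p of 0.000566). Endoplasmic reticulum stress may contribute, with 12 of 12 genes higher in Van and a fry p of 0.0237, although camera with an estimated correlation gave 0.124; without Van replicate 2 the median fell from 0.27 to 0.14. Handling of the mice or cells that differed between groups was not tested and stays open beside the treatment. For the sequenced mice the study describes injections in the VanLip group only.

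Fkbp5 rose by a log2 value of 2.84 in Van and had -2.05 for VanLip against Van, and Klf9 had 0.82 and -1.52. Glucocorticoid exposure is a candidate explanation, as 15 of 17 expressed further targets were higher in Van, with a fry p of 0.00102, a median of 0.12 and 1 gene called. The further targets were lower for VanLip against Van, with a fry p of 0.00319, 3 genes called, all lower, and a median of -0.21, -0.34 without VanLip replicate 2 and -0.14 without Van replicate 3; camera with an estimated correlation gave 0.0631. Their median for VanLip against Con was 0.13, and 0.25 without VanLip replicate 3, but with a fry p of 0.512 and 2 genes called, Lpin1 and Txnip, both lower at -0.33. The 10 targets inspected at first had a median of -0.45 in that contrast, with 9 lower and 1 higher. Klf9 had -0.70, while Fkbp5 was the higher one, at 0.79 with a DESeq2 adjusted p of 0.172. The hour of collection cannot be told apart from glucocorticoid exposure. In Van against Con 2 of 13 clock genes were called, Cry1 higher at 0.60 and Dbp lower at -0.78. Per1 is in the clock list and among the glucocorticoid targets inspected at first.

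The study list had 33 of 34 members lowest in Van. Its selection on these libraries for this shape could give such a count by itself. Among genes with a mean normalized count of at least 50, 33.9% were lowest in Van. Simulations without any group effect gave 33.4% on average, so a larger pool offers many such genes. The independent list, at percentile 9.64 of random lists, had no excess, but holds none of the study's genes. One member of the study list, Il1rl1, is also a basophil marker, and 2 of the independent list are in other lists. Lymphocytes in the preparations are another candidate source for the 4 members called for Van against Con. B cell markers had a median of -0.48 in that contrast, with 0 higher and 10 lower, which was -0.30 without Van replicate 3. T cell markers had -0.66, with 2 higher and 8 lower, which was -1.19 without Van replicate 2 and -0.32 without Van replicate 3. The fry p were 0.101 and 0.0648. Ighm fell from 52958 ± 4002 to 37005 ± 2089 normalized counts and Ighd from 155.1 ± 17.3 to 54.8 ± 23.1 (SD, n = 3 each), so a loss of some B cell RNA in Van may be real. For Aim2 its amount argues against B or T cells as the whole source, if these cells hold their receptor transcripts at no lower level than Aim2, which was not measured here. Aim2 fell by 14.23 FPKM, with a lower 95% limit of 5.09. The mean of the B cell genes Cd79a and Ms4a1 fell by 0.22 FPKM, with an upper 95% limit of 0.52, and the mean of the T cell genes Cd3e, Cd3d, Cd3g, Trac and Trbc2 by 0.30, with an upper limit of 0.58. The highest upper limits of single genes were 3.03 for Cd79b, which with Cd22 was added to the B cell genes here, and 1.62 for Trbc2. Cells with much Ighm and few of these receptor transcripts are not covered by this. Irf4 fell by 2.19 FPKM, with a lower limit of 0.97, Rhoh by 1.55, with a lower limit of 0.24, and Rwdd3 by 0.47, with a lower limit of -0.24. The upper limits of Cd79b and Trbc2 lie above these, and for Irf4 only 1 of the 2 B cell genes and 4 of the 5 T cell genes of the means had an upper limit under 0.97, so for Irf4, Rhoh and Rwdd3 lymphocytes cannot be told apart from a change in monocytes. From Van to VanLip, Irf4, Rhoh and Aim2 rose by log2 values of 0.65, 0.41 and 0.44. The B cell markers did not rise as a set, with a median of -0.20, 5 higher and 5 lower. Among them Cd79a and Cd79b were higher, at 0.40 and 0.24, but not called. T cell markers had a median of 0.28, with 8 higher, 2 lower and 0 called. These values do not settle the source. For Aim2 a change in monocytes and other cells stay open.

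Erythroid markers were higher in Van and VanLip than in Con, with 8 of 8 detected genes higher and medians of 1.79 and 2.49. Hba-a1 had 3000 ± 1167, 10156 ± 4179 and 16430 ± 9617 normalized counts in Con, Van and VanLip (SD, n = 3 each). Erythroid cells or their RNA in the preparations may explain this, as the globin genes and the other markers rose together (2.49); camera with an estimated correlation gave 0.15 and 0.0965. Leaving out 1 library gave medians from 1.43 to 2.15 and from 2.23 to 2.94. The VanLip against Van median of 0.77 was 1.19 without VanLip replicate 1 and 0.48 without VanLip replicate 3.

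Other marker lists for Van against Con had medians of 0.07 for classical monocytes, 0.08 for nonclassical monocytes and -0.64 for NK cells. Medians were -0.74 for neutrophils, -0.57 for platelets, 0.34 for plasma cells and 0.19 for red pulp macrophages. All 10 red pulp macrophage markers were higher in Van than in Con and lower in VanLip than in Van. The second median was -0.23, and the fry p were 0.18 and 0.121. The NRF2 list shares 1 gene with them, and whether these cells contributed to its calls was not tested. In Van against Con, plasmacytoid dendritic cells had -0.39, conventional dendritic cells -0.18, eosinophils -0.33 and stroma -0.31. Basophils had -1.65, with only 2 of 6 markers expressed. Classical monocyte markers were called in both directions, with Ccr2 at -0.83, Vcan at 1.54 and Clec4e at 0.64. Of the 8 conventional dendritic cell markers 7 were lower and 2 called. Their fry p was 0.00116, and camera with an estimated correlation gave 0.0374. These markers stayed lower in VanLip than in Con, with a median of -0.21 and a fry p of 0.00102. For VanLip against Van their median was 0.01, with 4 higher, 4 lower and 1 called, which was higher. These values argue against a loss and return of conventional dendritic cells as the whole source of the study list pattern. Plasmacytoid dendritic cell markers had a median of 0.20 for VanLip against Van, with 5 higher and 3 lower, and these cells stay open.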
